A study of Mus musculus with 8 samples. Its data were reported in "Trdn-as directs m6A-dependent transcriptional termination for accurate triadin isoform switching, preventing aberrant dyads and cardiomyopathy" (2026).

How the data were processed

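Total RNA of mouse hearts had been sequenced as stranded single-end libraries. Per the study's methods, the authors trimmed reads with Trimmomatic 0.39 (mean quality 15 in a window of 5 nt), aligned them with STAR 2.7.11a to mm39 with Ensembl annotation, and removed duplicates with Picard 3.1.1 as well as multi-mapping, ribosomal and mitochondrial reads. The authors counted reads over exons by strand with featureCounts 2.0.4, leaving out reads that overlapped several genes, and normalized the counts with DESeq2. Leaving out multi-mapping reads lowers the values of genes with near-identical copies, and removing duplicates of single-end reads lowers those of short, abundant transcripts.

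The deposited values are a score, whole numbers that are not raw counts. The library totals differed by 2.73%, and some low values were skipped or crowded. For each library the factor that best explains this was estimated by maximum likelihood, as a value equal to reads times factor, rounded. Factors lay between 0.927 and 1.11, and the recovered reads differed by 16.3% between libraries. Size factors computed from these reads, times the factors, varied by 0.165%. Up to 11.6% of the values of a library stand for either of a pair of neighbouring read numbers. The estimator was tested on simulated data, 8 libraries with known factors, and its largest error was 1.1e-05.

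The groups, the test of each gene, the gene lists with camera and fry, the rule for naming genes and all but 3 of the alternatives were fixed before the data were examined. The estimated correlation between genes, the sets of lists over which p was adjusted and the tests of explanations were chosen later. That design assumed raw counts and named limma on the log2 scale for normalized values. Because the table held another unit than counts, this fallback was used. Genes with a mean value of at least 1 (20313, leaving out 2732) were fitted on log2(value + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend and genotype as the only term, and p was adjusted by Benjamini-Hochberg. All tests were two-sided. A fold change on the log2(value + 1) scale understates the change of low genes. Lists were tested with camera at an inter-gene correlation of 0.01 or an estimated one, and with fry. The p of set tests was adjusted over 4 lists (m6A machinery, calcium release and E-C coupling, skeletal muscle paralogues, cardiac stress) or over the 10 others (Trdn-as promoter regulators, contraction and sarcomere, fibroblast, endothelial, macrophage, lymphocyte, smooth muscle and pericyte, adipocyte and blood cell markers, sex-linked genes). Groups and replicate numbers came from the labels, and all 8 columns were used.

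Named genes were Mettl3, Trdn, Trdn-as and the members of the lists, which include the polyA examples Anxa2 and Rfc1 and the transgene part Esr1. To these came the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean CPM of at least 1 and no overlap between the groups. Myl7 and Bmp10 were named after their values were seen. The atrial genes compared with Myl7 were then listed before theirs were looked at, and 1 gene of that list is not reported here and was left out of its sums and counts. Ctgf (counted once, as Ccn2), Fgf21, Trbc2, Lep and Ucp1 were not tested. Locations are those of the deposited table (mm39). Transcript length, GC content and exon number came from an annotation of an earlier mouse build, matched by gene identifier for 96.2% of tested genes, and none of its coordinates was used.

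The fit was tested on simulated data with 200 genes changed by 1 on the log2 scale and a dispersion of 0.005. It recovered 60.0% of them, and 97.4% of the 114 with a mean value of at least 20. Of its 126 calls 4.76% were false, and it called 0 of 20324 genes with nothing changed. These rates do not describe smaller changes. Alternatives were other scalings, limma voom, filters, pseudocounts, the replicate number as a block, offsets on GC content and length, a fold change threshold and each library left out in turn. The added 3 (voom on recovered reads, 1 residual principal component and an index of atrial genes as covariates) were chosen after seeing the data. Tools that need raw counts were not run.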

Results

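To ask which transcripts change once the core enzyme of the m6A writer complex is lost from heart muscle cells, RNA-seq libraries of hearts from 4 WT and 4 Mettl3 KO mice were compared. METTL3 is the methyltransferase that places N6-methyladenosine (m6A) on RNA. The Mettl3 KO mice carried loxP-flanked Mettl3 together with αMHC-MerCreMer, a Cre recombinase fused to mutated estrogen receptor domains that is made in cardiomyocytes and activated by tamoxifen. The WT mice carried the loxP-flanked gene only. The table listed 23045 genes, of which 15157 were protein-coding and 3605 were lncRNA genes. Normalized read counts summed to 2839589 to 2881849 per WT library and 2840184 to 2916986 per Mettl3 KO library. The reads behind them, recovered from the spacing of low values, came to 2731618 to 3061268 per WT library and 2631904 to 3052895 per Mettl3 KO library. A count of 0 allowed up to 3 reads, or a CPM of 0.980 to 1.14 depending on the library. Such floors cover counting error only. The median gene had a mean normalized read count of 24.3.

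**Figure D1:**
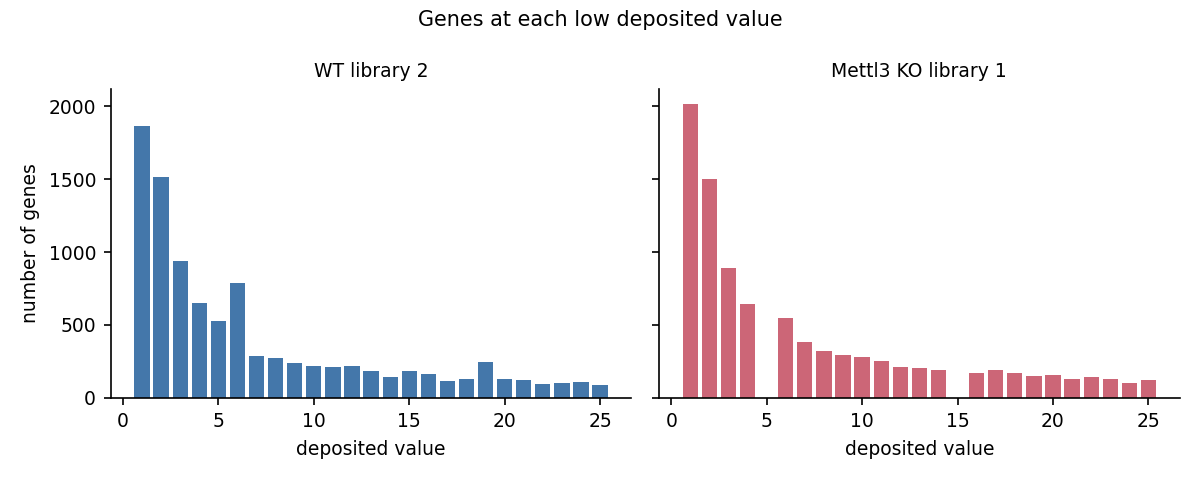
Number of genes (y axis) at each deposited value from 1 to 25 (x axis) in WT library 2 and Mettl3 KO library 1. The value 6 held 789 genes in WT library 2, against 529 and 290 at its neighbours, and the value 5 held 0 genes in Mettl3 KO library 1.

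Every pair of libraries differed by more than sampling noise. Over up to 13821 genes, chi-square per degree of freedom was 1.11 to 1.93 between libraries of one genotype and 2.28 to 3.2 between a WT and a Mettl3 KO library. The first principal component held 38.4% of the variance and parted the genotypes, with WT libraries between -16.8 and -13.1 and Mettl3 KO libraries between 11.8 and 16.4.

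The targeted gene was examined first. Mettl3 (ENSMUSG00000022160, mm39 chromosome 14, 52532298 to 52542585, minus strand) had 116 ± 12.8 normalized read counts in WT hearts (SD, n = 4) and 72.3 ± 4.65 in Mettl3 KO hearts (SD, n = 4), which was 62.4% of the WT level. The WT libraries held 105, 133, 118 and 107, and the Mettl3 KO libraries 74, 68, 69 and 78. The log2 fold change was -0.67 (SE 0.10, limma adjusted p = 0.000184). The groups did not overlap, and the direction matched the labels in all 8 libraries. Leaving out WT replicate 2, the alternative that moved this value most, gave -0.60. The count covers all exons, so transcripts with and without the deleted part are not separated.

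Esr1 (ENSMUSG00000019768, mm39 chromosome 10, 4561593 to 4955614, plus strand), the estrogen receptor gene whose ligand binding domain is part of MerCreMer, had 16.8 ± 2.87 normalized read counts in WT hearts (SD, n = 4) and 769 ± 67.5 in Mettl3 KO hearts (SD, n = 4). The log2 fold change was 5.45 (SE 0.11, limma adjusted p = 1.35e-19). Reads of the transgene and of the endogenous gene are not separated in this count.

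**Figure D2:**
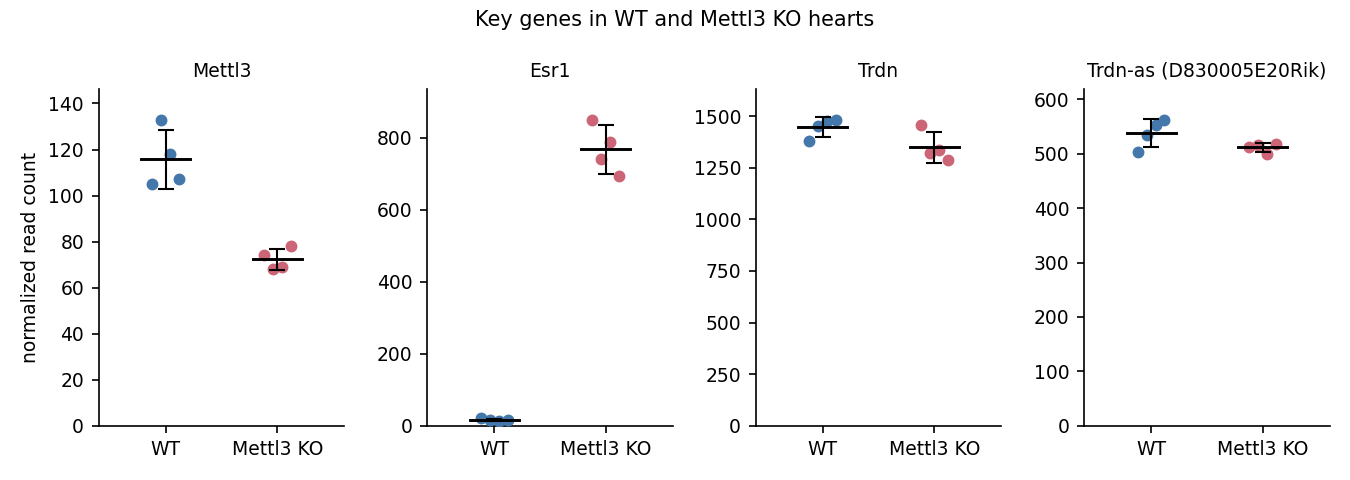
Normalized read counts (y axis) of Mettl3, Esr1, Trdn and Trdn-as in WT and Mettl3 KO hearts. Points are libraries, horizontal lines are means and error bars are SD (n = 4). Mettl3 and Esr1 do not overlap between the genotypes, whereas Trdn and Trdn-as do.

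Of 20313 genes tested, 1607 (7.91%) had a limma adjusted p under 0.05, 958 of them higher and 649 lower in Mettl3 KO hearts. Their median absolute log2 fold change was 0.42, and 226 changed by at least 1 on the log2 scale. In 1355 of the called genes (84.3%) the values of the genotypes did not overlap. This held for 11.5% of all tested genes, where chance gives 2.86%. The median log2 fold change over all tested genes was -0.01. Apart from a threshold on the fold change, the alternative that moved the count most, an index of atrial genes as covariate that was chosen after seeing the data, gave 897 genes, 693 of them shared, and without Mettl3 KO replicate 3 there were 1019. Among protein-coding genes 915 were higher and 525 lower. Among lncRNA genes 24 were higher and 89 lower.

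**Figure D3:**
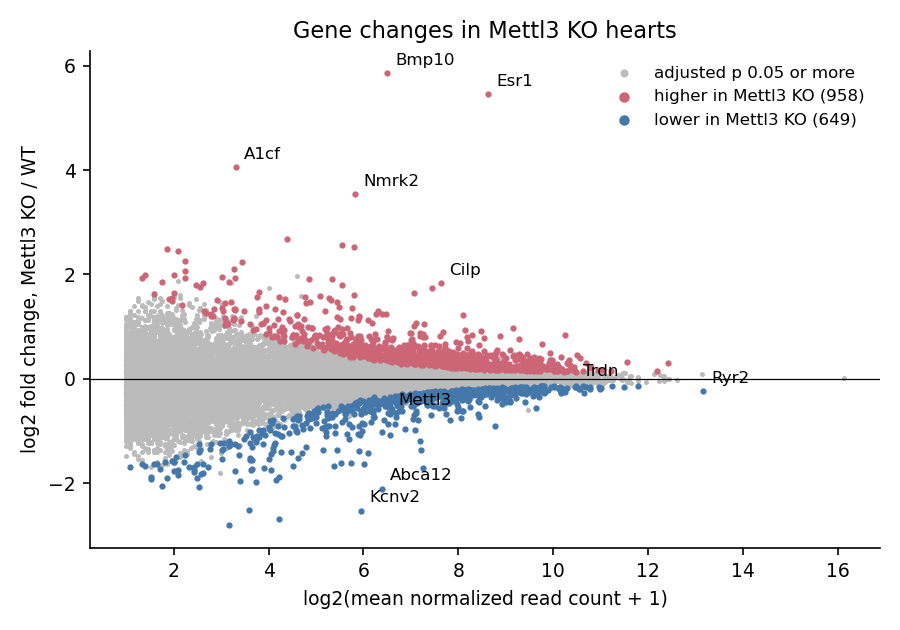
Log2 fold change of Mettl3 KO over WT hearts (y axis) against log2 of the mean normalized read count + 1 (x axis) for 20313 genes. Red and blue points are the 958 higher and 649 lower genes with a limma adjusted p under 0.05, and grey points are the rest.

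The 5 largest increases and 5 largest decreases without overlap between the genotypes were then read out. Besides Esr1, the increases were A1cf, Nmrk2, Ltbp2 and Vmn2r3. A1cf (ENSMUSG00000052595, chromosome 19, 31846164 to 31926395, plus strand) was listed at 0 in each WT library and at 6, 24, 15 and 26 in the Mettl3 KO libraries, at least 5.64-fold higher. Nmrk2 (ENSMUSG00000004939, chromosome 10, 81034004 to 81037885, minus strand) rose from 8.50 ± 3.87 to 102 ± 5.32 normalized read counts (SD, n = 4), a log2 fold change of 3.54 (SE 0.24, limma adjusted p = 5.91e-09). Ltbp2 (ENSMUSG00000002020, chromosome 12, 84829986 to 84923306, minus strand) rose from 15.3 ± 4.92 to 94.8 ± 33.8 (SD, n = 4), a log2 fold change of 2.53 (SE 0.25, limma adjusted p = 9.00e-07). Vmn2r3 (ENSMUSG00000091572, chromosome 3, 64164636 to 64197130, minus strand) had 0, 1, 0 and 0 in WT and 11, 6, 6 and 2 in Mettl3 KO libraries, at least 1.99-fold higher, and as a member of a multigene receptor family its count is uncertain.

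The decreases were 6430710C18Rik, ENSMUSG00000120513, Kcnv2, Gm31600 and Abca12. The lncRNA gene 6430710C18Rik (ENSMUSG00000085427, chromosome 2, 72576190 to 72644061, minus strand) had 14.8 ± 3.59 in WT hearts (SD, n = 4) and 1, 2, 1 and 1 in the Mettl3 KO libraries, at least 4.44-fold lower. Kcnv2 (ENSMUSG00000047298, chromosome 19, 27299988 to 27314579, plus strand) fell by 2.53 on the log2 scale (SE 0.21, limma adjusted p = 7.15e-08). The lncRNA gene ENSMUSG00000120513 (chromosome 19, 27290299 to 27299593, plus strand) fell by 2.68 (SE 0.27, limma adjusted p = 1.58e-06), to 3, 4, 5 and 4 in the Mettl3 KO libraries. Only 394 bases lie between its end and the start of Kcnv2 on the same strand, so these changes are not shown to be independent. Gm31600 (ENSMUSG00000114800, chromosome 13, 37945724 to 37952123, plus strand) had 19, 17, 25 and 16 in WT and 2, 1, 4 and 4 in Mettl3 KO libraries, near the floor of 3 reads. Its log2 fold change of -2.51 (SE 0.35, limma adjusted p = 5.58e-05) ranged from -2.93 to -1.65 over the alternatives, so its size is uncertain. Abca12 (ENSMUSG00000050296, chromosome 1, 71281435 to 71454069, minus strand) fell by 2.10 (SE 0.14, limma adjusted p = 6.54e-09).

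Triadin anchors the calcium release units of heart muscle, and Trdn-as is an antisense transcript at its locus. Trdn (ENSMUSG00000019787, mm39 chromosome 10, 32956550 to 33352705, plus strand) had 1447 ± 47.6 normalized read counts in WT hearts (SD, n = 4) and 1349.8 ± 74.5 in Mettl3 KO hearts (SD, n = 4), with overlapping values. The log2 fold change of -0.10 (SE 0.04, limma adjusted p = 0.165) did not pass the threshold, nor when adjusted over the list alone (adjusted p = 0.0721). Without Mettl3 KO replicate 1 it was -0.14 (limma adjusted p = 0.0300). Trdn-as (listed as D830005E20Rik, ENSMUSG00000112707, chromosome 10, 33098341 to 33132414, minus strand) had 538.5 ± 26 in WT hearts (SD, n = 4) and 512 ± 8.34 in Mettl3 KO hearts (SD, n = 4), a log2 fold change of -0.07 (SE 0.05, limma adjusted p = 0.466). The counts were strand-specific and sum all isoforms of a gene, so the ratio of isoforms was not measured.

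Of 14 genes of cardiac calcium release and E-C coupling (excitation-contraction coupling), 3 passed over all genes and 4 when adjusted over the list alone. Ryr2 (ENSMUSG00000021313, chromosome 13, 11567988 to 12121831, minus strand) fell from 9885 ± 363 to 8432 ± 444 normalized read counts (SD, n = 4), with a log2 fold change of -0.23 (SE 0.03, limma adjusted p = 0.000137). Casq2 (ENSMUSG00000027861, chromosome 3, 101993731 to 102053830, plus strand) rose from 934 ± 21.5 to 1113 ± 61.0 (SD, n = 4), with a log2 fold change of 0.25 (SE 0.04, limma adjusted p = 0.000697). Jph2 (ENSMUSG00000017817, chromosome 2, 163178162 to 163239913, minus strand) had a log2 fold change of 0.17 (SE 0.05, limma adjusted p = 0.0241), and did not pass in 8 of 22 alternatives, among them without WT replicate 1, 3 or 4 (limma adjusted p = 0.0936, adjusted p = 0.0530 and adjusted p = 0.0541), without Mettl3 KO replicate 2 or 3 (adjusted p = 0.0504 and adjusted p = 0.106) and with GC and length offsets (adjusted p = 0.0551). Ckap4 at 0.25 (SE 0.08) passed over the list alone (adjusted p = 0.0147) and not over all genes (limma adjusted p = 0.0518), although it passed over all genes in 6 of 22 alternatives, among them GC and length offsets (limma adjusted p = 0.0466) and without WT replicate 1 (limma adjusted p = 0.0496). The median log2 fold change of the list was 0.04, and the list was not placed apart from other genes (camera adjusted p = 0.306, fry adjusted p = 0.162, both over 4 lists).

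Of 6 skeletal muscle paralogues of these genes, 2 passed over all genes and 3 when adjusted over the list alone. Cacna1s (ENSMUSG00000026407, chromosome 1, 135980488 to 136047560, plus strand) fell from 82.0 ± 16.7 to 41.0 ± 10.8 normalized read counts (SD, n = 4), with a log2 fold change of -1.0 (SE 0.17, limma adjusted p = 0.000665). Sln had a log2 fold change of 2.67 (SE 0.56, limma adjusted p = 0.00375), although its WT values of 12, 6, 0 and 4 and Mettl3 KO values of 10, 34, 29 and 64 overlapped. Sln is also listed among the atrial genes. With the index of atrial genes as covariate, which contains Sln, its change was 0.47 (limma adjusted p = 0.630). Ryr1 at -1.07 (SE 0.41) passed over the list alone (adjusted p = 0.0338) and not over all genes (limma adjusted p = 0.127). The list median was -0.48 (camera adjusted p = 0.306, fry adjusted p = 0.126).

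Among 18 further m6A writer, eraser and reader genes, 4 passed over all genes, each higher in Mettl3 KO hearts, and 5 when adjusted over the list alone. Ythdf1 changed by 0.45 (SE 0.08, limma adjusted p = 0.00122), Wtap by 0.34 (SE 0.08, limma adjusted p = 0.00639) and Alkbh5 by 0.21 (SE 0.05, limma adjusted p = 0.0121). Wtap did not pass with the atrial index (0.29, limma adjusted p = 0.140). Alkbh5 did not pass without WT replicate 1 (0.19, limma adjusted p = 0.0522) or without Mettl3 KO replicate 3 (0.19, limma adjusted p = 0.0608). Mettl16 at 0.21 (SE 0.06, limma adjusted p = 0.0418) did not pass in 15 of 22 alternatives, among them each of the 8 that left out a library, from WT replicate 3 (limma adjusted p = 0.0597) to WT replicate 1 (limma adjusted p = 0.127). Ythdf2 at 0.27 passed over the list alone, and over all genes in 5 of 22 alternatives, among them the replicate block (limma adjusted p = 0.0450), without WT replicate 1 (limma adjusted p = 0.0409) and without Mettl3 KO replicate 4 (limma adjusted p = 0.0468). The list median was 0.06 (camera adjusted p = 0.0151, fry adjusted p = 0.000999). With an estimated correlation between genes the list did not pass (camera adjusted p = 0.0553).

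Of 12 tested cardiac stress genes, 8 passed over all genes and 10 when adjusted over the list alone, each higher in Mettl3 KO hearts. The list median was 0.65 (camera adjusted p = 2.50e-16, fry adjusted p = 0.000999), and this call alone among the lists also held with an estimated correlation (camera adjusted p = 0.0106). Cilp rose from 86.0 ± 24.6 to 307 ± 65.2 normalized read counts (SD, n = 4), a log2 fold change of 1.84 (SE 0.15, limma adjusted p = 7.00e-08). Postn rose by 0.98, Nppa by 0.92, Ccn2 by 0.81, Ankrd1 by 0.50, Nppb by 0.46 and Xirp2 by 0.31 on the log2 scale. Nppa is also listed among the atrial genes, and with the atrial index its change was 0.57 (limma adjusted p = 0.00178). With that index the list median was 0.42 (camera p before adjustment over lists 5.61e-12). Myh7 at 0.85 (SE 0.23, limma adjusted p = 0.0228) overlapped between the genotypes, with 1056, 971, 407 and 1127 in WT libraries, and did not pass in 5 of 22 alternatives. Without WT replicate 3 it was 0.50 (limma adjusted p = 0.0513), without Mettl3 KO replicate 3 it was 0.66 (limma adjusted p = 0.152) and without Mettl3 KO replicate 4 it was 0.76 (limma adjusted p = 0.115). With the replicate number as a block the adjusted p was 0.0722, and with the atrial index the change was 0.0116 (limma adjusted p = 0.988).

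**Figure D4:**
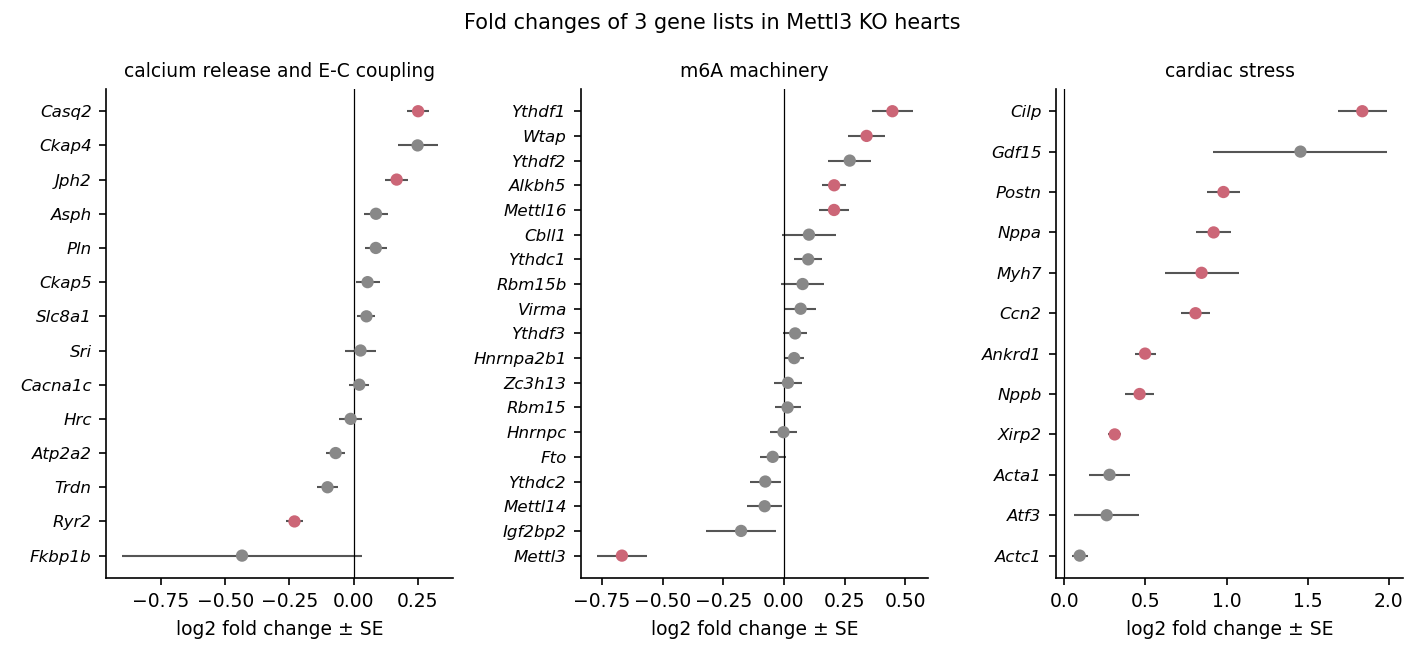
Log2 fold change (x axis, Mettl3 KO over WT hearts) with its SE for genes of cardiac calcium release and E-C coupling, the m6A machinery and cardiac stress. Red points have a limma adjusted p under 0.05 over all genes, 3 in the first list, 4 besides Mettl3 in the second and 8 in the third.

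The list of Trdn-as promoter regulators held 4 candidates (Gata4, Tbx5, Srf and Tead1). The paper reports binding of these and of EP300, not listed here, and reporter activation by GATA4 and TEAD1. Of the 4, Tbx5 was higher in Mettl3 KO hearts (log2 fold change 0.38, SE 0.07, limma adjusted p = 0.00116) and passed also when adjusted over the list alone, whereas the others did not. The list median was 0.11 (camera adjusted p = 0.156, fry adjusted p = 0.0224). Camera p before adjustment over lists was 0.0779. It was under 0.05 in 3 of 22 alternatives, without WT replicate 3 (0.0434) or Mettl3 KO replicate 4 (0.0463) and with the atrial index (0.0170). Anxa2 and Rfc1, examples of genes with shifted polyA site use, changed by 0.19 (SE 0.08, limma adjusted p = 0.174) and -0.13 (SE 0.06, limma adjusted p = 0.238) at the gene level. Both passed when adjusted over these 2 genes alone (adjusted p = 0.0484 for each). The choice of polyA site was not analysed here.

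Marker lists were compared to weigh the cell composition, with p adjusted over 10 lists. Fibroblast markers had a median log2 fold change of 0.40 (camera adjusted p = 1.75e-12, fry adjusted p = 0.00648), and 7 of 8 passed over all genes. Endothelial markers had a median of -0.20 (camera adjusted p = 9.87e-05, fry adjusted p = 0.0224), and 4 of 8 passed. With an estimated correlation neither call held (camera adjusted p = 0.109 and adjusted p = 0.181). Sarcomere genes (0.06, camera adjusted p = 0.0434, fry adjusted p = 0.473) and blood cell markers (-0.33, camera adjusted p = 0.0434, fry adjusted p = 0.255) passed with camera and not with fry. The alternatives were judged on camera p before adjustment over lists (0.0174 for the sarcomere and 0.0148 for the blood cell list in the main fit). More of them may fail once adjusted. By this looser rule the sarcomere list did not pass with GC and length offsets (median 0.06), with these and the replicate block, or without WT replicate 3 (median 0.05) or Mettl3 KO replicate 1 (0.03) or 3 (0.04). The blood cell list did not pass without WT replicate 1 (-0.21) or Mettl3 KO replicate 4 (-0.19) or with the atrial index (-0.22). Macrophage (-0.02), lymphocyte (-0.02), smooth muscle and pericyte (0.03) and adipocyte medians (0.46) were not placed apart. In the adipocyte list 1 gene was at or under the floor of 3 reads in both groups and 2 in one group. Sex-linked genes did not part the groups (camera adjusted p = 0.886, fry adjusted p = 0.830), with Ddx3y at 496 to 543 and Xist at most 4 in each library.

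Myl7 and Bmp10, atrial genes chosen after their values were seen, varied within the Mettl3 KO group. Myl7 (ENSMUSG00000020469, chromosome 11, 5846637 to 5848782, minus strand) had 26, 21, 0 and 23 in WT and 23, 65, 90 and 119 in Mettl3 KO libraries. Bmp10 (ENSMUSG00000030046, chromosome 6, 87405976 to 87414659, plus strand) was listed at 0 in the WT libraries and in Mettl3 KO library 1, and at 195, 158 and 358 in the others.

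**Figure D5:**
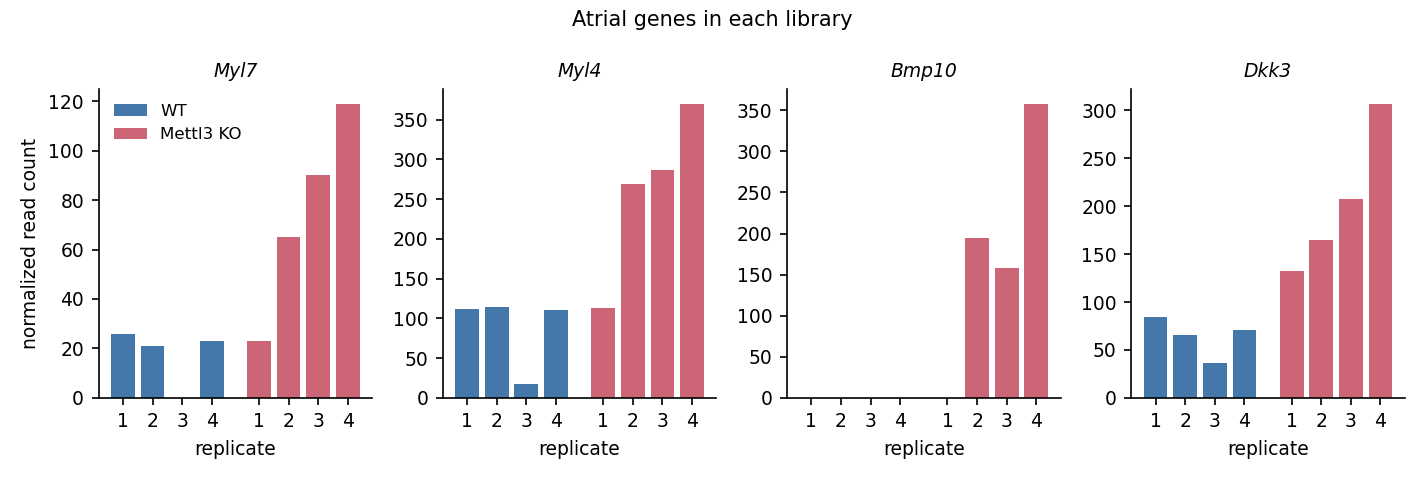
Normalized read counts (y axis, bars from 0) of Myl7, Myl4, Bmp10 and Dkk3 in each library by replicate (x axis). Mettl3 KO libraries 2 to 4 hold 65 to 119 for Myl7, whereas Mettl3 KO library 1, at 23, is within the WT values.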

Values the study reported

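The study used Mettl3 lox/lox mice with and without the αMHC-MerCreMer transgene at an age of 10 to 16 weeks. Its tamoxifen dose was 100 µg per 1 g of body weight.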

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

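The search for single libraries far from their group was first run over 142 genes and 2 library sizes (summed values and recovered reads) in each genotype, where it marked 19 of 288 groups and chance gives 14.4. After those marks were seen it was narrowed to the 47 genes whose values are discussed and the same library sizes, where it marked 8 of 98 groups and chance gives 4.9. The tests of the transgene itself, of Bmp10, of atrial tissue as a covariate and of atrial genes within genotypes were chosen only after the result was seen.

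A library was marked when its gap to the nearest other library took up more of the range of its group than Dixon's critical value for 4 samples allows. In WT libraries this held for Ryr2 (0.915, replicate 3 at 10427 against 9666 to 9731), Mettl16 (0.875, replicate 1 at 220 against 234 to 236) and Pam (0.842, replicate 4 at 1539 against 1463 to 1475). In Mettl3 KO libraries it held for Kcnj3 (0.948, replicate 1 at 438 against 565 to 572). Vmn2r3 in WT libraries and Xist and 6430710C18Rik in Mettl3 KO libraries had a share of 1 and values of at most 4, so a read or so decides them. The 8 marks are little more than the 4.9 expected by chance, and no biological explanation was tested for Ryr2, Mettl16, Vmn2r3, Xist and 6430710C18Rik.

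Myl4 in WT libraries (0.959) was at 17 in replicate 3 against 110 to 114 in the others, and Myl7 was at 0 there. The other atrial genes of a list written before their values were looked at were compared with Myl7. Across the 8 libraries, the summed value of 6 such genes without Myl4 rose with Myl7 (Pearson r = 0.920, exact permutation p = 0.00119, Spearman rho = 0.755, exact permutation p = 0.0377), and without the 2 libraries farthest from the median of Myl7 r was 0.788 and rho 0.406. Pam made up 67.2% of this sum and differed between the genotypes, so it also carries the difference between genotypes. Within genotypes r was 0.909 (exact permutation p = 0.0295), whereas the correlation of ranks was 0.4 (exact permutation p = 0.420). Of the 6 genes taken singly within genotypes, none followed Myl7 by Pearson's r after Benjamini-Hochberg adjustment (smallest adjusted p = 0.0833, Dkk3), and by ranks Dkk3 alone did (adjusted p = 0.0208). More atrial tissue in some hearts as dissected is a candidate explanation on this limited evidence, and a change of atrial genes with genotype stays open. Tissue of one composition does not account for Bmp10: from its lowest ratio to Myl7, Bmp10 would be at least 36.9 in the 4 libraries with Myl7 and no Bmp10.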

How the results depend on the processing

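The settings with voom on recovered reads, with 1 residual principal component and with the atrial index as covariates were chosen only after the result was seen. Besides Mettl3, Trdn and Trdn-as, 37 genes were followed over 22 settings, and 26 kept direction and side of the threshold throughout. Of their 814 values, 759 were unchanged in this sense, 42 were weaker, 11 stronger and 2 reversed. The 2 reversed values were Myl7 and Myl4 with the atrial index, which is built from these genes. Mettl3 and Trdn-as kept both in all 22 settings, whereas Trdn did so in 21 and was stronger in 1.

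The count of 1607 called genes lay between 1435 and 1659 under the planned settings with all 8 libraries apart from the block and the fold change threshold. GC and length offsets gave 1649 genes, sharing 97.6% of the calls, and voom on recovered reads 1578, sharing 1531 genes. A change of at least 1 on the log2 scale left 226 genes (109 higher and 117 lower), because fewer genes meet it. With 1 residual principal component there were 2194, which include all 1607. That component is computed from the residuals of this same fit, so it takes up residual variation and leaves every fold change as it was. The higher count is therefore no test of the calls. The atrial index gave 897 genes (595 higher and 302 lower), sharing only 693 (43.1%) of the calls. That index correlated with genotype (r = 0.698), so it takes up part of the difference between genotypes. It contains Myl7, Myl4 and Sln, so it is no independent test of these genes. Because the index is the mean of these genes, their changes with it as covariate must cancel. The mix of signs, with Myl7 at -0.42, Myl4 at -0.0531 and Sln at 0.47, was therefore forced and carries no information. The index moved the skeletal paralogue median, of a list that holds Sln, to -0.64 (past the threshold with camera). With it 1 gene of that list passed the threshold, and 2 m6A genes did. Upper quartile scaling gave 52.9% higher calls against 59.6%.

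Across the 8 fits that each left out one library, 1019 to 1596 genes passed, 613 to 913 higher and 406 to 683 lower. The lowest counts came without Mettl3 KO replicate 3, and the lower genes also numbered 410 without WT replicate 1 and 414 without WT replicate 2. How much of this is due to fewer samples was not tested. Trdn ranged from -0.14 to -0.0788 and passed only without Mettl3 KO replicate 1. The m6A genes past the threshold ranged from 2 to 4, the lowest without Mettl3 KO replicate 3.

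The medians of 4 marker lists reversed, and the cause was not tested. Macrophage markers were at 0.13 with the atrial index and from -0.0768 to 0.0378 with a library left out. Lymphocyte markers were at 0.0286 with voom, 0.00600 without the filter, 0.0383 with a pseudocount of 0.1, 0.0160 with voom on recovered reads, and from -0.38 to 0.0855 with a library left out. Smooth muscle and pericyte markers were at -0.0163 with the atrial index and from -0.0260 to 0.0860. Adipocyte markers were at -0.15 (against 0.46) with a mean CPM of at least 1, which removes low genes, and from 0.18 to 0.72 with a library left out.

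With the replicate number as a block, 1346 genes passed (810 higher and 536 lower), 1304 of them shared, and 7 cardiac stress genes passed against 8. Same-numbered libraries did not deviate together (correlations 0.0522, 0.0421, -0.0414 and 0.0878, against -0.185 to 0.198 for other pairs of a WT and a Mettl3 KO library). This gave no sign that the numbers pair libraries, although a weak pairing is not excluded. Fits that need raw counts (DESeq2 and sva) were not run.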

Other observations

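The tests of the transgene itself, of lncRNA and TEC genes and of length, GC content and mean value were chosen only after the result was seen, as was the comparison with balanced splits.

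Of the 35 splits of the 8 libraries into equal groups, 1, the real one, gave as many called genes, and no other gave more than 1. Sex does not explain the calls, since Ddx3y was at least 496 in every library. GC content and length do not explain most of them, since 97.6% were shared once offsets were applied. A lower share of cardiomyocytes would raise the other cell types alike, whereas the fibroblast score rose against the endothelial score by 0.588 (exact permutation p = 0.0286, the smallest the design allows, 0.0571 after Benjamini-Hochberg adjustment over 6 scores). A change within fibroblasts or in their number stays open. Esr1 at a log2 fold change of 5.45 is consistent with reads from the transgene. As 0 WT libraries carry that level, effects of active Cre and of Mettl3 loss cannot be told apart in these data, for any called gene.

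A1cf on chromosome 19 might mark DNA inherited with the transgene. Of 52 genes within 3 Mb, 7 were called (13.5%, against 7.89% elsewhere, Fisher's exact p = 0.189), 5 higher and 2 lower. They include the gene just past the end of A1cf (31927484 to 31929761), with a log2 fold change of 1.99 (limma adjusted p = 0.0121). Together these values leave the explanation open. Chromosome 19 had the highest share of called genes (11.1%, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0371 over 21 chromosomes). Chromosome 5 departed at least as clearly with a low share (5.71%, adjusted p = 0.0203). Uneven shares are thus not special to chromosome 19, but a low share elsewhere does not argue against inherited DNA. Kcnv2 and ENSMUSG00000120513 also lie on chromosome 19, outside these 3 Mb, and inherited DNA was not tested for them.

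Transcripts with few exon junctions are known to carry most m6A, so they may rise when m6A is lost. Across 10938 protein-coding genes, which are not independent replicates, log2 fold change fell with junctions per kb (Spearman rho = -0.162). The share of higher genes went from 12.3% in the quintile with the fewest junctions to 4.57% in that with the most. Between replicates of one genotype rho was -0.07 to 0.00, the contrast named in advance. The relation was nevertheless judged on the splits first, where 2 of 35 had a rho as large, the real one included, and on this contrast only afterwards. With length, GC content and mean value held constant rho was -0.172, and after GC and length offsets it was -0.173, while length, GC content and mean value alone gave -0.0708, -0.0259 and -0.0274, which argues against these properties as the whole cause. With them held constant 4 of the 35 splits gave a rho as large, the real one and 3 others. Those 3 keep 3 libraries of a genotype on one side and carry only part of its difference. They nevertheless gave -0.186, -0.174 and -0.191, beyond the real split, so library differences apart from genotype are not excluded as a contribution. The 18 splits with equal numbers of each genotype per side stayed between -0.03 and 0.08 (-0.10 to 0.11 with the properties held constant), but that comparison was made only after the counts of 2 and 4 were known. The relation remains a hypothesis with mixed evidence. Genes with an expressed gene ending within 5 kb upstream did not rise more than others (difference in medians 9.43e-04, as large in 32 of 35 splits). Of them 5.34% were called higher, against 6.76% of the others. This argues against transcription running on as a general source. A comparison of many genes cannot exclude it at single genes, and upstream genes that overlap were not covered.

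Among 2385 lncRNA and TEC genes (TEC is an annotation class of transcripts that await experimental evidence) the median lay 0.11 below that of protein-coding genes of the same mean value (difference -0.112), which argues against low expression as the cause. Of the 35 splits, 1, the real one, parted these genes as far, although another reached -0.110. Intronic reads of unspliced transcripts were not analysed here and may contribute.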
